A study of Astyanax mexicanus with 96 samples. Its data were reported in "Oxidative phosphorylation is required for cardiomyocyte re-differentiation and long-term fish heart regeneration" (2025).

How the data were processed

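The series measured messenger RNA in the heart ventricle of the Mexican tetra, Astyanax mexicanus, in 96 libraries from 96 fish. Surface fish (SF) come from the river-dwelling population of the species, and Pachón cavefish (PC) from a blind population of the Pachón cave. Each population was sampled without surgery (3 ventricles), 6 h, 1 day and 3 days after a sham operation (hps, hours post sham, and dps, days post sham) and 6 h and 1, 3, 7, 14 and 30 days after cryo-injury (hpci and dpci, hours and days post cryo-injury). Every operated group held 5 ventricles, which gave 20 groups. In a cryo-injury, a metal probe cooled with liquid nitrogen is held to the tip of the ventricle and kills part of the wall; the sham groups were touched with a probe that had not been cooled. Group and replicate number were taken from the submitters' sample titles.

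The authors extracted total RNA from single ventricles and prepared libraries with QuantSeq forward chemistry, which reads the 3′ end of each polyadenylated transcript, so that 1 read stands for about 1 transcript and gene length hardly enters. They sequenced on an Illumina instrument, trimmed adapters, and aligned and counted reads with STAR on the surface fish assembly Mexican tetra 2.0, with a customized Ensembl release 103 annotation. Whether counting used the strand, and how reads that matched several genes were treated, is not stated, so genes with near-identical copies or with overlapping neighbours are named as such in the results. In the deposited annotation, 8721 of 27420 genes carried a model made by the authors. Cavefish reads were aligned to a surface fish genome, which can lower the count of cavefish transcripts that differ from it.

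The table of counts deposited by the authors holds whole-number read counts per gene and library, without normalization, and all tests used it. Total counts per library ran from 672292 to 2586602, with a median of 1687721.5. No count stood on a row without a gene, and no column was left without a sample. The authors also deposited a table of regularized log2 (rlog) values, on which their methods are silent. It held 16205 genes, which were exactly the genes with at least 1 CPM (the usual read count scaled to a common library total) in at least 3 libraries. In 6 libraries, 9 values of 8 genes in that deposited log2 table lay above 18, with a maximum of 113.5, and these were read as failed estimates. The largest raw count of those 8 genes in the 6 libraries was 10551, and their median raw count in PC 6 hpci replicate 3 was 0.5. The column of PC 6 hpci replicate 3 held a value beyond any log2 scale and was read as regularized log2 values like the other columns. The rlog values were used only as an alternative.

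Here, 18763 genes with at least 1 CPM in at least 1 library were tested. Library sizes were scaled by the trimmed mean of M values (TMM). Following the authors' approach, 1 factor of unwanted variation was estimated with the RUVg method, with the genes whose coefficient of variation was under the median as controls; the number of factors that the authors used is not stated. RUVg was written anew from its published algebra, on log2 CPM with a prior count of 1. Genes were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3) in 1 model over all 96 libraries, with a coefficient per group and the RUVg factor as a covariate. Because the factor enters the model, a fitted log2 fold change can depart from the ratio of the CPM means printed beside it, and for a few genes it has the other sign. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change above 2. Standard errors (SE) were the log2 fold change divided by the root of the F statistic. All adjusted p-values of genes are from this edgeR test unless another is named, and tests of genes, sets, scores and correlations were two-sided. Comparisons with random lists, random draws or other splits, and the test of the RUVg factor between groups, were one-sided.

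Comparisons were SF against PC in each of the 10 conditions, cryo-injury against its control within each population (sham at 6 h, 1 day and 3 days; uninjured ventricles at 7, 14 and 30 dpci, which have no sham group), and the interaction, which is the SF change minus the PC change. CPM values are on TMM-scaled libraries. For genes at or under 3 reads in each library of 1 group, the fold change is given as a lower bound, computed against 3 reads. Gene sets were written from pathway membership by gene symbol: TCA/OXPHOS (118 genes past the filter), malate-aspartate shuttle (MAS, 11), Glycolysis (33), fatty acid oxidation (22), mitochondrial translation (72), Sarcomere (87), cell cycle (56) and extracellular matrix (ECM, 49). A set score is the mean over genes of log2(CPM + 1) in 1 library. Scores were compared with exact two-sided permutation tests, adjusted over the 80 comparisons of SF with PC. With 5 against 5 ventricles the smallest possible p is 0.0079, with 3 against 5 it is 0.0179, and with 3 against 3 it is 0.10. Correlations were tested with 100000 permutations. Sets were also tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, with the same factor. Intervals for shares are 95% Wilson intervals. Reads carried no molecular identifiers, so bounds and intervals cover counting error only.

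Symbols came from the deposited annotation, which names 16632 of the 18763 genes tested. Of these, 1012 genes share their symbol with another tested gene. Coordinates are those of that annotation on Mexican tetra 2.0. Named genes were picked by a rule. It took the genes that the study followed by name. For SF against PC at 7, 14 and 30 dpci it took the 3 called genes with the largest change in each direction, with a symbol, a mean of at least 10 CPM in the higher group and no overlap between groups. For each injury comparison it took 2 in each direction on the same terms, and for each interaction 2 in each direction with a symbol and at least 10 CPM in 1 of the 4 groups. Some members are left out of the text. This rule, the gene sets, the design and most alternatives were fixed before the data were examined; the alternatives and tests added later are named as such.

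The alternatives were DESeq2 1.42.0, relative log expression size factors, no filter beyond 1 read, a filter of at least 10 counts in at least 5 libraries, no RUVg factor, the replicate number as a block, only the groups compared in the fit, leaving out each replicate, and, for scores, a pseudocount of 0.1, the median over genes, genes with at least 10 CPM, the deposited rlog values and the RUVg factor regressed out within groups, which keeps the group means. Other lists, for skeletal muscle, cardiomyocytes, erythrocytes, macrophages, liver, pancreas, the circadian clock and glucocorticoid targets, were used only to examine explanations. The steps were tested on simulated counts for the real genes, with 200 genes of at least 5 CPM changed 4-fold. Each gene was drawn independently around 1 mean. Correlation between genes and a factor tied to the groups were thus absent, and the rates below do not cover them. The pooled test called 186 of the 200 for SF against PC at 7 dpci (93%), 163 for SF 7 dpci against uninjured (81.5%) and 110 for the interaction (55%), and among 18513 unchanged genes it called 14, 3 and 2. DESeq2, here on the 10 libraries of 7 dpci and without the RUVg factor, found 182 of 200 over 17249 genes. A shifted set of 50 genes reached p 2.02e-78 in camera and an unshifted set 0.665. Among the 186 pairs of replicates, none had counts close enough to be the same library (the smallest chi-square per gene was 3.60). Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9 were used for the remaining steps.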

Results

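Gene expression was measured by 3′ RNA sequencing in single ventricles of surface fish (SF) and Pachón cavefish (PC), 48 libraries of each. Per population, 3 ventricles were uninjured and 5 were taken at each of 6 hps, 1 dps, 3 dps, 6 hpci and 1, 3, 7, 14 and 30 dpci. Total counts per library ran from 672292 to 2586602. The lowest group means were 1061513 counts in PC at 30 dpci and 1204748 in PC at 14 dpci, where SF had 1678088 and 1862101. At 7 dpci the means were 1920748 in SF and 1741508 in PC. The 10 most abundant genes of a library took a mean of 11.5% of counts in PC at 3 dpci and of 18.7% in SF at 30 dpci, the lowest and highest of the 20 groups. The labels give no sequencing date or batch.

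The first comparison asked how the hearts of both populations differ in each condition. Of 18763 genes, 1084 were called between SF and PC in uninjured ventricles (n = 3 and 3), 558 higher and 526 lower in SF. After sham surgery (n = 5 and 5) 1193 genes were called at 6 hps, 1386 at 1 dps and 1254 at 3 dps. After cryo-injury the counts were 1298 at 6 hpci, 1486 at 1 dpci, 1209 at 3 dpci, 1010 at 7 dpci, 1478 at 14 dpci and 1253 at 30 dpci. More genes were higher than lower in SF in every condition. The share was largest at 7 dpci (644 against 366), 14 dpci (904 against 574) and 30 dpci (798 against 455). In the other conditions 51.5% to 58.0% were higher. The median log2 change of all genes was 0.13 at 7 dpci, 0.13 at 14 dpci and 0.12 at 30 dpci, and 0.00 without the RUVg factor, so that changes should be read against this shift. A fit of only the groups compared called 83 genes at 6 hpci and 65 at 30 dpci, and with 2 RUVg factors, chosen after seeing the data, 433 were called at 3 dpci and 899 at 14 dpci. The RUVg factor itself differed between groups, as the closing section reports.

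Of all genes, 133 were called in the same direction in each of the 10 conditions, 67 higher in SF and 66 higher in PC. In fits of only the groups compared this count was 3, without replicate 2 it was 72, and with no filter beyond 1 read it was 205. Gene models made by the authors accounted for 66 of the 133 (49.6%), against 42.4% of all genes tested.

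**Figure D1:**
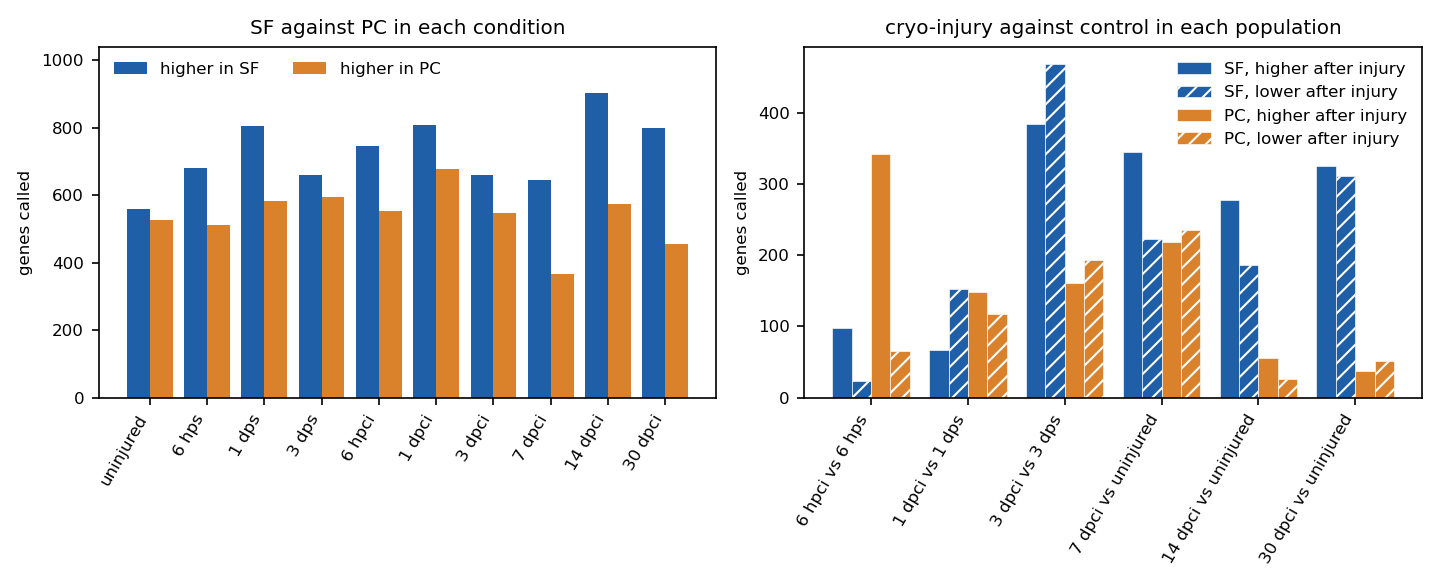
Number of genes called (y axis) for SF against PC in each condition and for cryo-injury against control in each population, with bars for higher and lower genes. Cryo-injury called 463 genes in SF and 81 in PC at 14 dpci, and 637 and 89 at 30 dpci.

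Injured ventricles were compared with their controls within each population, which asks what the injury changed. In SF, 122 genes were called at 6 hpci (98 higher), 219 at 1 dpci (67 higher) and 854 at 3 dpci (385 higher) against sham, and 568 at 7 dpci, 463 at 14 dpci and 637 at 30 dpci against uninjured ventricles. In PC the counts were 408 at 6 hpci (342 higher), 266 at 1 dpci, 355 at 3 dpci, 455 at 7 dpci, 81 at 14 dpci and 89 at 30 dpci. With 2 RUVg factors, an alternative chosen after seeing the data, 24 genes were called in PC at 1 dpci. Leaving out the RUVg factor raised the counts at 7 dpci to 2391 in SF and 2088 in PC. It also moved the share of higher genes in SF at 1 dpci from 30.6% to 52.5%. The comparisons at 7, 14 and 30 dpci have no sham group, so that surgery and age since surgery are part of them. Between 3 dps and uninjured ventricles, 447 genes were called in SF and 211 in PC.

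The interaction asked whether the injury response itself differed. It called 0 genes at 6 hpci, where 1313 had an unadjusted p under 0.05, then 59 at 1 dpci, 22 at 3 dpci, 185 at 7 dpci, 178 at 14 dpci and 75 at 30 dpci. Alternatives moved these counts both ways. Leaving out replicate 3 gave 22 at 14 dpci and 25 at 7 dpci, and a fit of only the groups compared called 32 at 6 hpci, 378 at 7 dpci and 328 at 30 dpci. DESeq2 called 251 at 30 dpci, with 52.2% of them positive against 69.3%.

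Set scores addressed the metabolic program that the study follows, the genes of the citric acid cycle and the respiratory chain (TCA/OXPHOS). In SF the mean score was 7.90 ± 0.07 (SD, n = 3) uninjured, 7.41 ± 0.22 (n = 5) at 7 dpci, 7.84 ± 0.05 at 14 dpci and 8.31 ± 0.19 at 30 dpci. In PC it was 8.07 ± 0.09 (n = 3), 6.98 ± 0.30 (n = 5), 7.52 ± 0.22 and 7.94 ± 0.15. The SF score exceeded that of PC by 0.434 at 7 dpci (exact permutation p 0.040, adjusted 0.138), 0.319 at 14 dpci (0.024, adjusted 0.127) and 0.370 at 30 dpci (0.024, adjusted 0.127). Of the 5 SF libraries, 2, 3 and 4 lay above all PC libraries at these timepoints. No comparison of the 80 passed an adjusted p of 0.05, since the smallest p that 5 against 5 ventricles allow, 0.0079, gave 0.0529 after adjustment, and 24 had an unadjusted p under 0.05. At the earlier timepoints the difference was -0.17 uninjured, 0.121 at 6 hps, -0.063 at 1 dps, 0.136 at 3 dps, 0.076 at 6 hpci, -0.186 at 1 dpci and 0.006 at 3 dpci, with an exact p of 0.20 or more. Taken apart, the OXPHOS genes alone differed by 0.482, 0.357 and 0.433 at 7, 14 and 30 dpci (exact p 0.024, 0.040 and 0.024). The 24 TCA genes differed by 0.246, 0.171 and 0.122 (exact p 0.11, 0.11 and 0.10), and by -0.260 at 1 dps (0.0079). None of these parts passed after adjustment. These scores carry no adjustment for the RUVg factor.

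From uninjured to 7 dpci the TCA/OXPHOS score fell by 0.485 in SF (exact permutation p 0.036, adjusted over 6 changes 0.043) and by 1.09 in PC (0.018, adjusted 0.027). With a pseudocount of 0.1 the SF score fell by 0.416 and no longer passed (adjusted p 0.064). The difference between these changes was 0.605 (permutation p 0.0043, adjusted 0.016). From 7 to 30 dpci the score rose by 0.897 in SF and 0.961 in PC (both exact p 0.0079, adjusted 0.016), and the difference between the rises was -0.064 (p 0.82). The SF score at 30 dpci was 0.411 above uninjured (exact p 0.036), and the PC score differed from uninjured by -0.129 (p 0.23). Adjusted over all injury comparisons of the scores, p was 0.079 for SF and 0.054 for PC at 7 dpci. For SF at 30 dpci it was 0.079, so none of these passed. Changes against sham passed at 1 dpci in SF (-0.607) and PC (-0.484) and at 6 hpci in SF (-0.242), each with 0.046. The other injury comparisons of this score did not pass.

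The malate-aspartate shuttle (MAS) score was higher in SF by 0.410 at 7 dpci, 0.304 at 14 dpci and 0.333 at 30 dpci, with exact permutation p-values of 0.040, 0.063 and 0.032. It was also higher in SF by 0.282 at 6 hps and 0.224 at 6 hpci (both exact p 0.040), the first with the other sign when the median over genes was taken, and lower by 0.404 at 1 dps (exact p 0.0079), where all 5 SF libraries lay below all PC libraries. Glycolysis was higher in SF by 0.384, 0.372 and 0.459 at the same timepoints (exact p 0.032, 0.0079 and 0.0079), by 0.340 at 6 hps and 0.341 at 6 hpci (both 0.0079) and by 0.314 uninjured, where p cannot go under 0.10. Mitochondrial translation differed by 0.570, 0.424 and 0.476 (exact p 0.0079, 0.032 and 0.0079). The Sarcomere score differed by 0.962 at 7 dpci (exact p 0.0079), the cell cycle score by 0.932 at 14 dpci (0.016), fatty acid oxidation by -0.561 and ECM by -0.322 at 1 dpci (both 0.0079). At 7 dpci the list of skeletal sarcomeric genes differed by 1.98 (exact p 0.0079) and the cardiomyocyte markers by 0.254 (0.19). Skeletal muscle RNA, taken up in the closing section, may thus carry part of the Sarcomere difference. The cell cycle score also differed by 0.425 at 3 dpci (exact p 0.0079). Fatty acid oxidation was also lower in SF at 3 dpci (-0.518, exact p 0.048) and, without cryo-injury, at 1 dps (-0.426, 0.0079). After adjustment none of these passed.

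**Figure D2:**
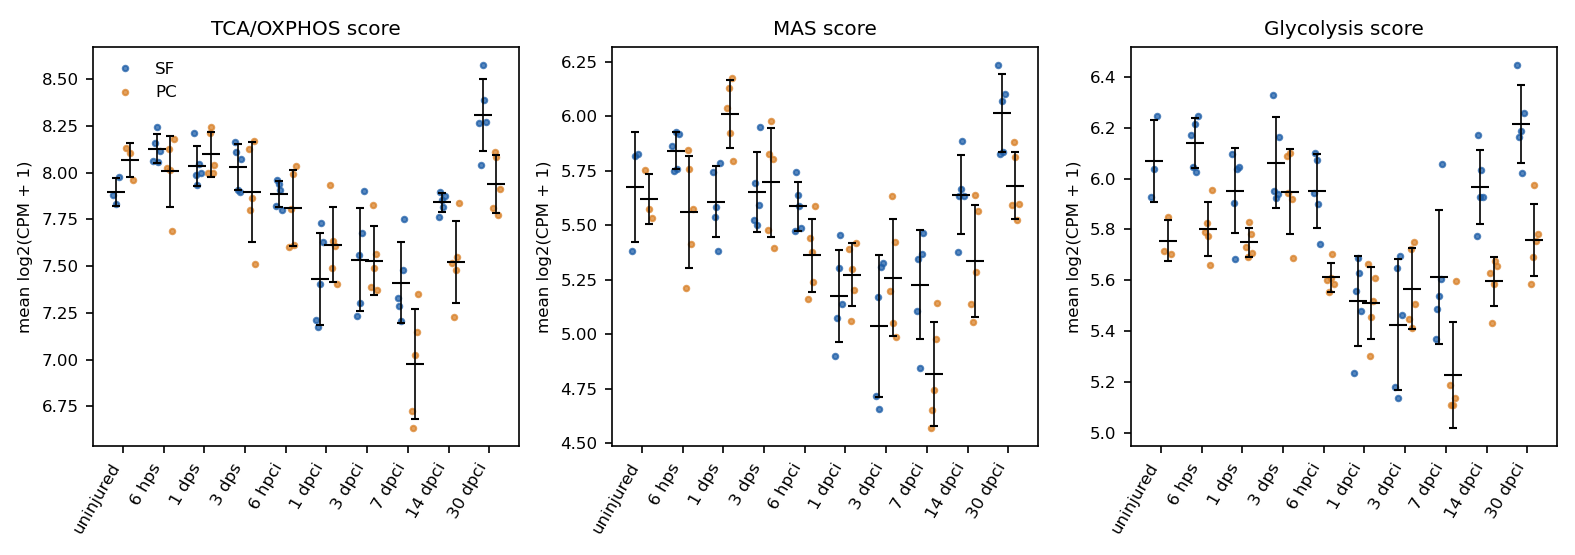
TCA/OXPHOS, MAS and Glycolysis scores, the mean over genes of log2(CPM + 1), in each of the 20 groups, with points for libraries and bars for the mean and SD. The TCA/OXPHOS score was lowest in PC at 7 dpci, with a mean of 6.98.

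camera, which asks whether a set moved more than other genes, gave another picture with the RUVg factor in the model. At 30 dpci TCA/OXPHOS was called lower in SF (adjusted p 8.0e-05, median log2 change -0.20), and it was not called at 7 or 14 dpci. Of 24 tests 9 passed, 5 higher and 4 lower in SF. Without the factor 15 passed, all higher in SF, and TCA/OXPHOS was among them at 7 dpci (1.1e-13), 14 dpci (7.7e-08) and 30 dpci (5.5e-12). The direction of this set between the populations thus depended on the factor. The lower call at 30 dpci also depended on the filter. With at least 10 counts in at least 5 libraries, every set test that passed was higher in SF. Under fry, 3 of the 9 calls held, cell cycle at 7 and 14 dpci and fatty acid oxidation at 14 dpci, and with an estimated correlation 0 held.

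The study asked whether TCA/OXPHOS levels follow those of Glycolysis. Over uninjured to 7 dpci (n = 23) the scores correlated in SF (Pearson r 0.799, permutation p 1e-05, the smallest possible, adjusted 3e-05; Spearman rho 0.772, p 3e-05) and in PC (r 0.831, p 1e-05, adjusted 3e-05; rho 0.743, p 0.00018). Without the 2 libraries farthest from the median, r was 0.838 and 0.753. Centred on the group means, which takes out differences between timepoints, r was 0.674 in SF (permutation p 0.0051, adjusted 0.031) and 0.517 in PC (0.036, adjusted 0.071).

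At 14 and 30 dpci (n = 10) the correlation was 0.60 in SF (permutation p 0.067, adjusted 0.067; rho 0.673, p 0.039, adjusted 0.046) and 0.767 in PC (p 0.0079, adjusted 0.012; rho 0.721, p 0.023, adjusted 0.034). Without 2 libraries r was 0.882 (p 0.0010) and 0.758 (p 0.022). The centred r was 0.016 in SF (p 0.98) and 0.603 in PC (p 0.073). Over the 5 SF libraries of 30 dpci alone r was -0.172 (permutation p 0.83), and 5 libraries give that test little power. MAS with Glycolysis gave r 0.873 in SF (permutation p 0.0013, adjusted 0.0026; rho 0.818, p 0.0059) and 0.615 in PC (p 0.057, adjusted 0.067; rho 0.491, p 0.156). Without 2 libraries these were 0.666 (p 0.082) and 0.347 (p 0.38), so that the SF relation no longer passed on 8 libraries, and centred they were 0.75 (p 0.021, adjusted 0.063) and 0.362. Of the 6 relations 4 passed an adjusted p of 0.05 by r and 5 by rho. Whether r differs between the populations was not tested.

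**Figure D3:**
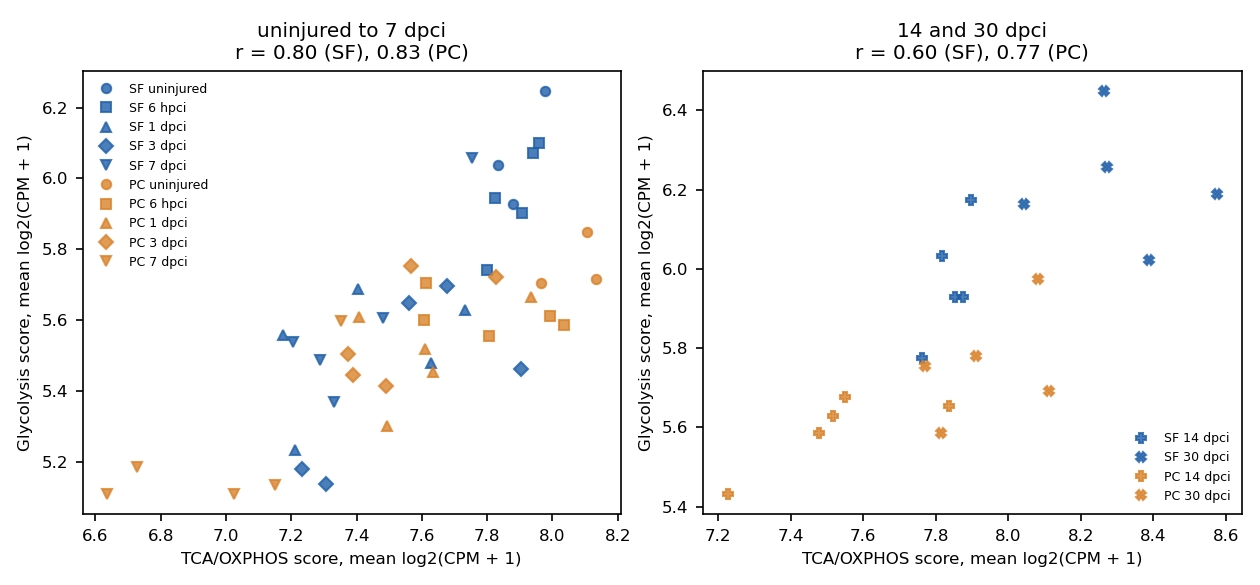
Glycolysis score (y axis) against TCA/OXPHOS score (x axis), both as mean log2(CPM + 1), with a point per library and colours for the populations. In PC at 14 and 30 dpci, TCA/OXPHOS and Glycolysis correlated with r 0.767.

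Of 40 genes that the study followed by name, 37 passed the filter. Between SF and PC 9 were called at 7 dpci, 10 at 14 dpci and 9 at 30 dpci, and adjusted over the list alone 10, 12 and 10. The study chose part of the list on these samples, so that the second count is not independent evidence. At 7 dpci all 9 were higher in SF and were actins and fast troponins. acta1b (ENSAMXG00000030355, chromosome 25, 13399200 to 13404406 on Mexican tetra 2.0) had 1630 ± 572 CPM in SF and 550 ± 236 in PC at 7 dpci (SD, n = 5; log2 change 1.26, SE 0.32, adjusted p 0.00607). At 14 dpci it had 2098 ± 781 and 705 ± 152 CPM (1.32, SE 0.31, 0.00152), and at 30 dpci 2947 ± 1382 and 895 ± 261 (1.31, SE 0.35, 0.00891). In fits of only the groups compared it was not called at any of these 3 timepoints. tnnc1a (ENSAMXG00000024706, chromosome 22, 22005497 to 22012905) had no read in PC at 14 dpci and 10.4 ± 8.20 CPM in SF, at least 4.05-fold higher (adjusted p 0.0119). It was not called with no filter, in thinned libraries, with 2 RUVg factors or without replicate 1 or 2, and the SF libraries ran from 0 to 45 reads. myl7 (ENSAMXG00000015566, chromosome 6, 33484703 to 33490037) had 10300 ± 2485 CPM in SF and 7593 ± 3198 in PC at 7 dpci, and 24397 ± 7340 and 18576 ± 2820 at 30 dpci, where its fitted log2 change was -0.50 (SE 0.25, adjusted p 0.244), and 0.39 without the RUVg factor. mdh1ab (ENSAMXG00000040846, chromosome 9, 15007173 to 15023337), a gene of the MAS, had 165 ± 53.1 CPM in SF and 134 ± 36.3 in PC at 7 dpci (log2 change 0.83, SE 0.34, 0.138), and the change had the other sign in a fit of only the groups compared.

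tnnt3a (ENSAMXG00000017067, chromosome 8, 11943936 to 11951909) had 160 ± 248 CPM in SF at 7 dpci and at most 1 read per library in PC, at least 95.6-fold higher (adjusted p 6.08e-07). The SF mean, and with it the size of this bound, rests largely on replicate 1 (596 CPM, others 4.37 to 109). The level of tnnt3a rose and fell with that of parvalbumin genes, which skeletal muscle expresses, as the closing section reports. pcna (ENSAMXG00000020563, chromosome 20, 18604203 to 18609318) had 159 ± 48.8 CPM in SF and 52.1 ± 15.5 in PC at 14 dpci (1.56, SE 0.24, 8.22e-07) and was called under each alternative. ldha (ENSAMXG00000032467, chromosome 8, 10221150 to 10233403, overlapped by a gene on the other strand) had 528 ± 105 and 198 ± 20.9 CPM at 30 dpci (1.02, SE 0.23, 0.00152) and was not called under 9 alternatives. In uninjured ventricles 6 of the listed genes were called, all lower in SF, among them tnnc1b (ENSAMXG00000013191, chromosome 15, 25486060 to 25546256, overlapped by 2 genes on the other strand), with 198 ± 93.6 and 972 ± 375 CPM (-2.38, SE 0.44, 8.11e-05; n = 3).

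Among the largest differences between the populations, galn (ENSAMXG00000004485, chromosome 24, 28693005 to 28699585, overlapped by 1 gene on the other strand that was higher in SF) had no read in SF and 37.8 ± 24.1 CPM in PC at 14 dpci, at least 24.0-fold lower in SF (adjusted p 1.39e-11). At 30 dpci it was at least 13.6-fold lower (7.71e-08). KCNJ15 (ENSAMXG00000008845, chromosome 20, 31114395 to 31118711) had 0.135 ± 0.302 and 40.8 ± 14.3 CPM at 30 dpci, at least 18.7-fold lower in SF (5.85e-13). adipoqb (ENSAMXG00000035356, scaffold APWO02001147.1, 53287 to 61216) had 0.179 ± 0.246 and 13.8 ± 8.31 CPM at 7 dpci, at least 10.02-fold lower (1.82e-12).

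Among injury responses, fkbp5 (ENSAMXG00000032850, chromosome 13, 35528042 to 35549093) had 21.5 ± 6.99 CPM in SF at 3 dpci and 364 ± 55.0 at 3 dps (log2 change -4.01, SE 0.26, adjusted p 1.63e-23). In PC, where it falls outside the rule and was chosen after its values were seen, it had 83.2 ± 37.3 and 191 ± 48.2 CPM (-1.15, SE 0.23, 0.00097), and the interaction was -2.86 (SE 0.33, 1.08e-09). mmp9 (ENSAMXG00000007722, chromosome 6, 5709454 to 5717872, a symbol carried by 2 genes) had 376 ± 187 CPM in PC at 6 hpci and 11.8 ± 7.24 at 6 hps (4.51, SE 0.52, 3.38e-10). In SF at 3 dpci, il11a (ENSAMXG00000039587, chromosome 10, 34010163 to 34020207) had 10.1 ± 5.65 CPM against 0.389 ± 0.363 at 3 dps, at least 5.52-fold higher (0.000144), and was not called with 2 RUVg factors.

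Among interactions, dbpb (ENSAMXG00000042954, chromosome 10, 34884951 to 34901025) fell in SF from 77.8 ± 17.99 CPM uninjured to 6.16 ± 2.50 at 14 dpci and rose in PC from 19.1 ± 9.10 to 43.6 ± 9.21 (interaction -4.82, SE 0.61, adjusted p 2.72e-08). At 30 dpci its interaction was -4.50 (SE 0.60, 1.43e-07). nr1d1 (ENSAMXG00000015855, scaffold APWO02000145.1, 1739735 to 1748678) at 14 dpci had an interaction of -4.48 (SE 0.88, 0.00185) and bhlhe41 (ENSAMXG00000039579, chromosome 18, 14533920 to 14539928) at 30 dpci one of -4.59 (SE 0.65, 1.02e-06). These are genes of the circadian clock, and the labels do not give the time of day of collection. ptgdsb.1 (ENSAMXG00000038500, chromosome 3, 27459238 to 27471067, overlapped by 1 gene on each strand) had 29.6 ± 15.2 CPM in PC at 1 dpci and 297 ± 28.9 at 1 dps, against 12.8 ± 18.7 and 4.98 ± 1.34 in SF (4.95, SE 0.67, 9.65e-07).

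**Figure D4:**
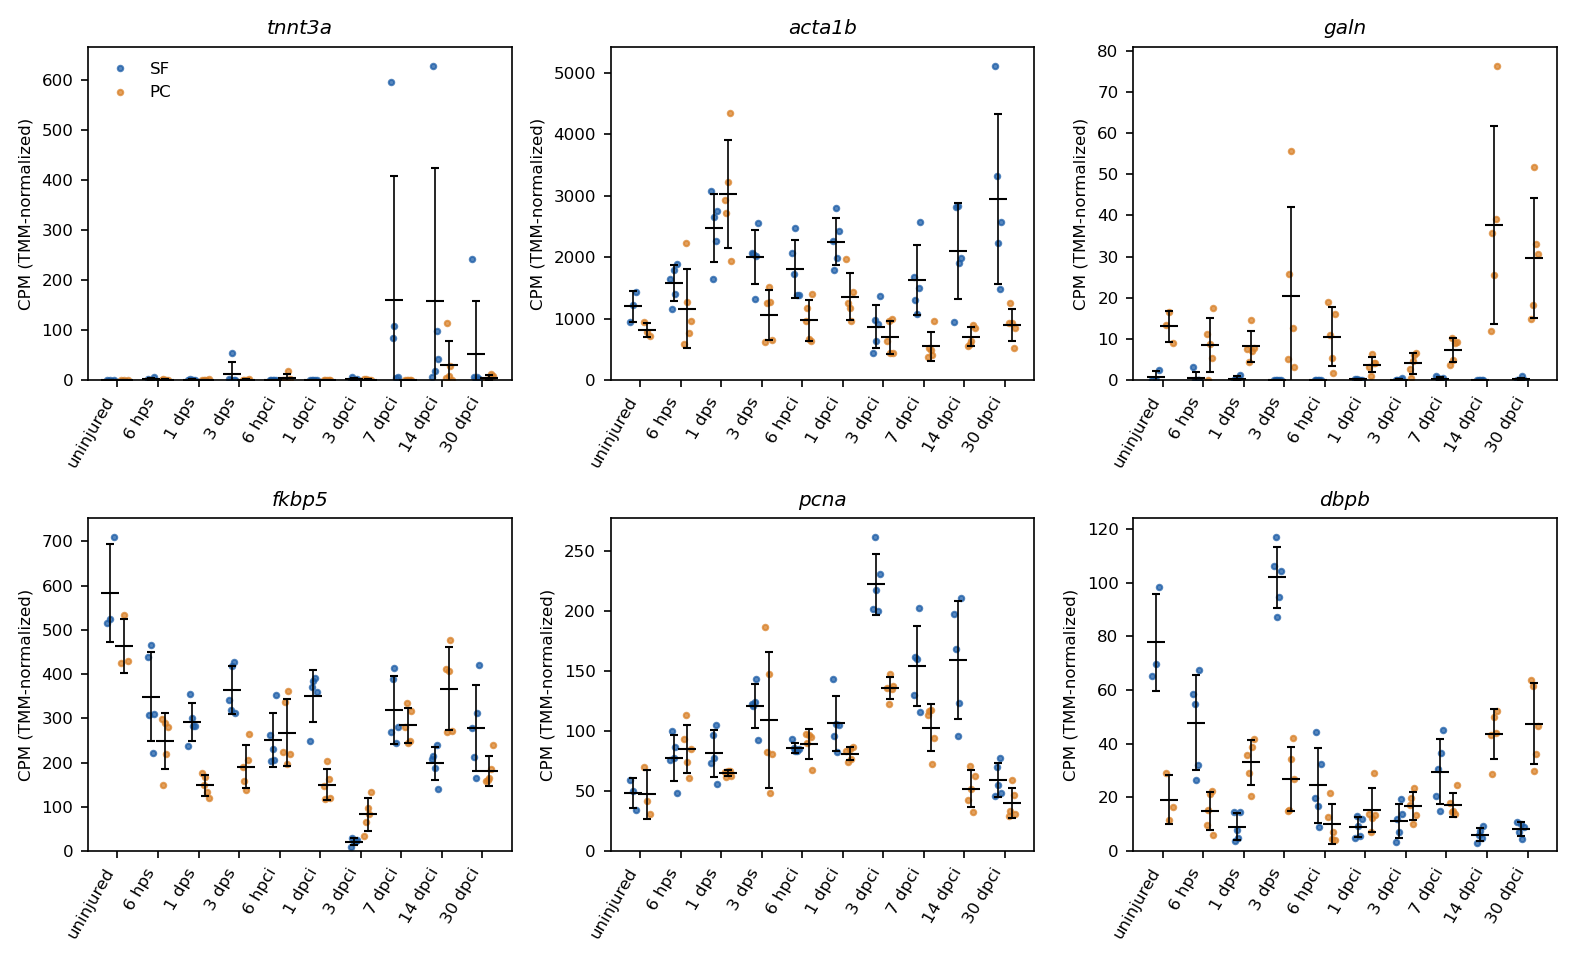
CPM of 6 named genes per library in each group, on linear axes from 0, with the mean and SD as black bars. galn had no read in any SF library at 14 dpci.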

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

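The tests of cardiomyocyte share, on the levels and on the fall, of depth for the interactions, of clock genes in the interactions and across the groups, and of parvalbumins against acta1b were chosen only after the results were seen.

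Some libraries stood far from the other 4 of their group. For scores, PC 7 dpci replicate 5 had a Glycolysis score of 5.60 (others 5.11 to 5.19), PC 3 dps replicate 5 a Sarcomere score of 3.49 (3.92 to 4.0), SF 3 dps replicate 4 a Sarcomere score of 5.14 (3.89 to 4.19), PC 14 dpci replicate 2 a cell cycle score of 2.35 (1.44 to 1.64) and PC 6 hps replicate 2 one of 2.23 (1.18 to 1.42). These were 5 among 144 groups of scores, where chance gives 7.2. SF 3 dps replicate 4 also held 417 CPM of parvalbumins (others 3.87 to 9.24) and a score of low sarcomeric genes of 3.49 (0.228 to 1.0). RNA of skeletal muscle may thus account for it. The correlation of sarcomeric with other skeletal genes (0.876) was taken at 7, 14 and 30 dpci only, so it does not cover this sham library. For the other 4 no explanation was tested. A mislabelled population was tested for all libraries. Over 200 genes that part the populations in the other conditions, 0 of 96 libraries lay nearer the other population, with 0.918 as the lowest SF value and -1.01 as the highest PC value.

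Total counts stood apart in PC 14 dpci replicate 2, with 1745617 (others 1009501 to 1136717), and in PC 30 dpci replicate 3, with 1904791 (672292 to 1009870), 2 of 18 groups. PC at 14 dpci had a lower mean total than SF, and depth was tested as a cause of its calls. Once all libraries were thinned to 1 depth, 1249 genes were called between SF and PC at 14 dpci, against 1478, which argues against depth as the main cause.

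Among the named genes, tnnt3a had 596 CPM in SF 7 dpci replicate 1 (others 4.37 to 109), acta1b 958 (372 to 525) and ACTA1 (ENSAMXG00000003516, a symbol carried by 3 genes) 610 (238 to 325) in PC 7 dpci replicate 5, apoc1 84.8 (0.63 to 9.23) in PC 3 dps replicate 1, ptgdsb.1 46.0 (1.2 to 7.94) in SF 1 dpci replicate 1, arntl1b 11.3 (3.24 to 5.24) in PC 30 dpci replicate 5 and mdh1ab 197 (109 to 131.3) in PC 7 dpci replicate 5. These were 7 among 77 groups of named genes, where chance gives 3.85. The flags of acta1b, ACTA1 and mdh1ab share 1 library, PC 7 dpci replicate 5, which also held the flagged Glycolysis score. Flags that share a library are not independent, so that the chance count is only a rough guide. tnnt3a followed the parvalbumin genes of skeletal muscle, with a within-group correlation of 0.944 over 30 libraries (permutation p 1e-05, the smallest possible), so that muscle RNA may account for its high value; skeletal sarcomere and other skeletal genes correlated at 0.876. acta1b correlated with parvalbumins at 0.248 (permutation p 0.26), and ACTA1 at -0.097 (p 0.65), which argues against that source for both. For apoc1, ptgdsb.1, arntl1b and mdh1ab no explanation was tested.

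The injury response differed between the populations by the interaction test for 59 genes at 1 dpci, 22 at 3 dpci, 185 at 7 dpci, 178 at 14 dpci and 75 at 30 dpci. Other splits of the same libraries were compared in fits of only those groups, where the real splits called 212, 21, 378, 235 and 328 genes. As many genes were called by 1 of 30 splits (the real one) at 1, 7, 14 and 30 dpci, and by 3 of 30 at 3 dpci, where another split called 130. At 6 hpci, 3 of 30 splits called as many as the real one. So other groupings also reach the counts at 3 dpci and 6 hpci, and chance stays open for these. The percent of called genes still called after thinning to 1 depth was 42.7 at 7 dpci and 44.9 at 14 dpci. Thinning also removes power, so that a depth difference and a difference in response cannot be told apart for the genes lost.

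Clock genes were among the interactions. The median absolute interaction of 33 clock genes was 1.97 at 14 dpci (random lists of like level 0.70) and 1.77 at 30 dpci (0.69), each with a permutation p of 0.0001, the smallest that 10000 lists give. It was also larger at 3 dpci (1.45 against 0.43, p 0.0001) and 7 dpci (1.41 against 0.69, p 0.0003), but not at 6 hpci (p 0.0988) or 1 dpci (p 0.225). Between 6 hps and 1 dps the median absolute change was 0.57 in SF (random 0.44, p 0.116) and 1.01 in PC (0.41, p 0.0001). If collection time alone set these genes, the arms of the clock should oppose each other over the 10 group means; the correlation was -0.31 in SF (permutation p 0.40; rho -0.33, p 0.35) and 0.067 in PC (p 0.86; rho 0.14, p 0.71). The labels give no collection time, so that time of day and a population difference in the clock cannot be told apart here. Time of day may account for part of the interactions.

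The TCA/OXPHOS score fell from uninjured to 7 dpci by more in PC, and the difference of 0.605 in that fall passed its test. The cardiomyocyte marker score fell by 0.759 in SF and by 1.08 in PC, a difference of 0.318 (permutation p 0.13). With it taken off in each library, 0.287 of the 0.605 was left (permutation p 0.015). For the levels, with the cardiomyocyte marker score taken off in each library, the mean SF minus PC difference at 7, 14 and 30 dpci was 0.276 of 0.374, and at the single timepoints it was 0.180 (exact p 0.024), 0.335 (0.0079) and 0.312 (0.0079). A lower share of cardiomyocytes in PC thus does not account for all of either, if markers and program scale alike, but may carry part of the fall. In thinned libraries the mean difference was 0.335, which argues against depth. Scores of other cell types also differed: erythrocyte markers were higher in SF by 1.05 at 7 dpci (exact p 0.032) and 1.20 at 30 dpci (0.0079) but by only 0.372 at 14 dpci (0.21). They were also higher at 3 dpci (1.21, exact p 0.0079) and 1 dps (1.31, 0.016), where TCA/OXPHOS differed by 0.006 and -0.063. Macrophage markers were higher by 0.348 at 7 dpci (exact p 0.032). Skeletal muscle genes were higher at 7 dpci, by 1.98 for sarcomeric (exact p 0.0079) and 1.01 for other genes (0.016). At 14 and 30 dpci their exact p was 0.25 or more. The sarcomeric list was also higher at 6 hps (0.382), 1 dps (0.208) and 3 dps (0.843), with exact p 0.024 or less. The other list was lower at 3 dpci (-0.402, exact p 0.024). None of these had an adjusted p under 0.05. Whether such differences account for the TCA/OXPHOS score was not tested, so that they and a population difference in this program stay open.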

How the results depend on the processing

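The alternatives that filter at 1 CPM in 3 libraries, thin libraries to 1 depth, use 2 RUVg factors or use a parvalbumin covariate were chosen after seeing the data, and the tests under them were thus chosen only after the results were seen.

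Counts of called genes moved by more than 1.5 times under several alternatives. The cause was not tested except where fewer libraries or fewer genes entered by construction. Fits of only the groups compared kept the RUVg factor. At 30 dpci its means were 0.071 in SF and -0.066 in PC (SD 0.013 and 0.015), without overlap between libraries. Population and factor are hard to tell apart in such a fit, which lowers its power. How much this lowered the counts was not tested. A fit of only the groups compared called, for SF against PC, 194 genes uninjured, 658 at 6 hps, 350 at 1 dps, 374 at 3 dps, 83 at 6 hpci, 769 at 1 dpci, 443 at 3 dpci, 224 at 7 dpci, 980 at 14 dpci and 65 at 30 dpci. For the injury response it called 44, 148, 129 and 185 in SF at 1, 3, 7 and 14 dpci, and 599, 182, 71, 49 and 25 in PC at 1, 3, 7, 14 and 30 dpci. For the interactions it called 32 at 6 hpci, 212 at 1 dpci, 378 at 7 dpci and 328 at 30 dpci. 1 gene in SF against PC uninjured was called in the opposite direction there, the only such gene over all comparisons and alternatives.

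Without the RUVg factor the injury response had 276, 931, 1382, 2391 and 1431 called genes in SF at 6 hpci, 1, 3, 7 and 14 dpci and 620, 779, 625, 2088 and 336 in PC. The interactions had 23 at 1 dpci, 86 at 7 dpci, 109 at 14 dpci and 41 at 30 dpci. For SF against PC it called 1079 genes at 7 dpci, of which 625 were also called with the factor, 1225 at 14 dpci (907 shared) and 1176 at 30 dpci (642 shared). With 2 factors, SF against PC had 589 at 1 dps, 678 at 3 dps, 854 at 1 dpci, 433 at 3 dpci, 899 at 14 dpci and 608 at 30 dpci, the injury response 88, 143 and 224 in SF at 1, 3 and 7 dpci and 158, 24, 43 and 88 in PC at 6 hpci, 1, 3 and 7 dpci, and the interaction at 30 dpci 116.

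DESeq2 called 223 genes in SF at 6 hpci, 148 in PC at 14 dpci and 25, 141, 42, 350, 303 and 251 in the interactions at 6 hpci, 1, 3, 7, 14 and 30 dpci. With no filter beyond 1 read the interactions had 110, 38 and 286 at 1, 3 and 7 dpci, and 205 genes were called in all 10 conditions. With at least 10 counts in at least 5 libraries the counts were 87, 237 and 295 in SF at 1, 3 and 7 dpci, 194, 53, 47 and 116 in PC at 6 hpci, 1, 3 and 7 dpci, and 208 for the interaction at 30 dpci. With at least 1 CPM in at least 3 libraries they were 226, 438, 1319, 1156 and 760 in SF from 6 hpci to 14 dpci and 645, 573, 667, 955 and 125 in PC. In thinned libraries they were 318, 301 and 395 in SF at 7, 14 and 30 dpci, 159 and 247 in PC at 1 and 7 dpci, and 96, 104 and 47 for the interactions at 7, 14 and 30 dpci. With the parvalbumin covariate, SF against PC at 7 dpci had 665 and PC at 14 dpci 50.

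The share of higher genes moved by over 10 points under another scaling or adjustment. It went from 69.3% to 57.1% (relative log expression), 52.2% (DESeq2) and 48.9% (thinned) for the interaction at 30 dpci. For the interaction at 14 dpci it went from 68% to 55.4% (DESeq2), 56.9% (no factor) and 55.7% (1 CPM in 3 libraries), and at 7 dpci from 62.2% to 50% without the factor. Without the factor it also went from 58.0% to 47.5% for SF against PC at 1 dps and from 30.6% to 52.5% for SF at 1 dpci. With 2 factors it went from 45.1% to 13.3% in SF at 3 dpci, and in PC from 56% to 66.7% at 1 dpci, 45.4% to 18.6% at 3 dpci and 48.1% to 68.2% at 7 dpci.

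The replicate number as a block changed 1 count by more than 1.5 times, the interaction at 6 hpci, from 0 to 1. The numbers do not pair the samples: over 47 pairs of SF and PC libraries with the same number, the deviations correlated at a median of -0.004 (-0.254 to 0.239), and 8 pairs were over 0.1. For scores taken over these pairs p cannot go under 0.0625.

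Of the set tests, 9 passed. With fry 3 held, with an estimated correlation 0, with the stricter filter 17 passed, all higher in SF, without the factor 15, and with 2 factors 15.

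Among scores, the SF change from uninjured to 7 dpci was -0.416 with a pseudocount of 0.1 and no longer passed. With the RUVg factor regressed out within groups, 3 of the TCA/OXPHOS, MAS and Glycolysis differences at 7, 14 and 30 dpci passed. They were TCA/OXPHOS at 14 dpci (0.319) and Glycolysis at 14 dpci (0.372) and 30 dpci (0.459). Differences of other sets passed there too. This regression keeps the group means and only narrows the spread, so it does not adjust a difference for the factor. The correlation of TCA/OXPHOS with Glycolysis in PC at 14 and 30 dpci was 0.446 with a pseudocount of 0.1, 0.603 when centred, 0.470 without 14 dpci and 0.821 without 30 dpci, and no longer passed in these. In SF it was 0.781 with rlog values and 0.843 with genes of at least 10 CPM, where it passed, and -0.172 without 14 dpci, where it reversed. MAS with Glycolysis in SF was 0.577 with a pseudocount of 0.1, 0.75 centred, 0.886 without 14 dpci and 0.609 without 30 dpci, and no longer passed. In PC it was 0.828 with rlog values and 0.880 with genes of at least 10 CPM, where it passed. From uninjured to 7 dpci, PC had 0.517 when centred and no longer passed. Leaving out 1 timepoint leaves 5 libraries, so that a lost call there is due in part to their number.

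Fits that each left out 1 replicate number gave ranges beyond 1.5 times for these counts. For SF against PC they were 464 to 992 uninjured, 755 to 972 at 6 hps, 676 to 1177 at 1 dps, 524 to 1077 at 3 dps, 809 to 1001 at 6 hpci, 827 to 1171 at 1 dpci, 445 to 1083 at 3 dpci, 525 to 842 at 7 dpci and 459 to 1059 at 30 dpci. In SF they were 46 to 246, 48 to 449, 485 to 1274, 123 to 1096, 184 to 521 and 233 to 573 from 6 hpci to 30 dpci, and in PC 98 to 710, 80 to 469, 122 to 597, 180 to 1268, 29 to 83 and 21 to 95. For the interactions they were 0 to 2, 14 to 65, 4 to 20, 25 to 218, 22 to 112 and 16 to 82, and for genes called in all 10 conditions 72 to 105. In fits of only the groups compared 3 genes were called in all 10.

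For scores, leaving out 1 library gave -0.571 to -0.434 for the SF change to 7 dpci, -1.18 to -1.0 for PC, 0.245 to 0.398 for TCA/OXPHOS at 14 dpci, and -0.158 to 0.0214 for the difference between the rises from 7 to 30 dpci. That last value reversed without SF 7 dpci replicate 5 (0.0211), SF 30 dpci replicate 2 (0.00195) or PC 7 dpci replicate 2 (0.0214). Glycolysis at 7 dpci ran from 0.273 to 0.477. Of the main scores with 1 library left out, 148 kept their side of the threshold, 10 no longer passed and 1 newly passed.

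Single libraries decided some counts in the fits of only the groups compared. SF against PC uninjured went from 194 to 64 without SF replicate 1 and to 50 without SF replicate 3. At 1 dpci it went from 769 to 344 without SF replicate 2 and to 349 without PC replicate 1, at 14 dpci from 980 to 571 without PC replicate 2, and at 30 dpci from 65 to 38 without SF replicate 3. SF at 30 dpci went from 480 to 64 without uninjured replicate 1, and PC at 1 dpci from 599 to 122 without cryo-injury replicate 1.

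Among the gene values printed in the report, 2 that were not called changed direction. myl7 at 30 dpci (-0.50) was 0.39 with at least 10 counts in at least 5 libraries, 0.39 without the RUVg factor and 0.15 with 2 factors. mdh1ab at 7 dpci (0.83) was -1.0 in the fit of only the groups compared, and it was called with no filter and with 2 factors. Of the other values of named genes under alternatives that kept all replicates, 607 kept their side of the threshold and 52 were no longer called. In fits that left out a replicate number these were 270 and 35. Values of named genes in comparisons not printed changed direction more often, with 226 reversed without the RUVg factor, 241 with 2 factors, 245 in fits of only the groups compared, 194 with the stricter filter, 96 in thinned libraries, 95 with the parvalbumin covariate, 71 with at least 1 CPM in at least 3 libraries, 50 with no filter, 36 with the replicate block, 31 with DESeq2, 7 with relative log expression and 91 to 139 without 1 replicate number. Of the counts, 239 stayed within 1.5 times and 97 did not. The other set scores between SF and PC numbered 71, of which 16 had an exact p under 0.05. Under other settings of the score 13 (median over genes) to 20 (factor regressed out, or genes of at least 10 CPM) had one, and at most 9 changed sign, all but 1 of them with a p above 0.05. The 1 was MAS at 6 hps (0.282), which reversed with the median over genes.

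PC at 14 and 30 dpci had the fewest counts. In thinned libraries, which also have less power, the interactions fell to 96, 104 and 47 at 7, 14 and 30 dpci.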

Other observations

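The tests of the RUVg factor, of the mapping of cavefish reads and of neighbouring models on either strand were chosen only after the results were seen. So were those of parvalbumins against acta1b and tnnt3b, of liver and pancreas RNA and of glucocorticoid targets.

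The number of genes called was compared with other splits of the compared libraries, in fits of only those groups. For SF against PC, 1 of 40 splits (the real one) called as many genes at 6 hps, 1 dps, 3 dps, 6 hpci, 1 dpci, 3 dpci, 7 dpci and 14 dpci. At 30 dpci it was 2 of 40, with 65 genes for the real split, 73 for another and a median of 27. For uninjured ventricles it was 1 of 10, a share that cannot go under 0.1. For the injury comparisons 1 of 40 splits did so in SF at 6 hpci, 3, 7 and 30 dpci and in PC at 6 hpci and 1, 3, 14 and 30 dpci. In SF it was 3 of 40 at 1 dpci (44 genes against 64) and 2 of 40 at 14 dpci (185 against 198), and in PC 2 of 40 at 7 dpci (71 against 87). Another split came close in SF at 6 hpci (119 against 104) and 3 dpci (148 against 141). The same held in PC at 14 dpci (49 against 46) and 30 dpci (25 against 22). The margin was wide in PC at 1 dpci (599 against 97). For the genes called in all 10 conditions the real split gave 3 genes and 1 of 40 splits (the real one) gave as many, with at most 0 in the others. Each condition was regrouped separately there, so that 0 was nearly certain and this comparison cannot test the count. For the camera set tests the real split gave 10 calls and 17 of 40 splits gave as many, so those calls are no more than other groupings give. Without the RUVg factor, the SF count at 7 dpci was 2500 in this fit, and 1 of 40 splits reached it.

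The RUVg factor was meant to hold unwanted variation, but 92.3% of its variance lay between the 20 groups (median of permuted labels 19.5%, largest 48.0%, permutation p 1e-04, the smallest possible). Its mean was 0.0547 in SF and -0.0547 in PC. It correlated at 0.657 with the TCA/OXPHOS score, at 0.603 with the cardiomyocyte score and at -0.693 with the ECM score. The factor may therefore carry part of the population and injury differences, and a fit with it then removes that part. In the set tests TCA/OXPHOS was lower in SF at 30 dpci with the factor and higher without it. With at least 10 counts in at least 5 libraries, no set passed as lower in SF.

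The 133 genes called in all 10 conditions may reflect how cavefish reads map to a surface fish genome, which would lower PC. Of them 50.4% were higher in SF (95% Wilson interval 42.0 to 58.7), which argues against this as the main cause; single genes can still be affected. Reads counted on a neighbouring model would give neighbours that change in opposite directions. Within 10 kb on 1 strand 0 such pairs were found (random draws gave a mean of 0.192 and at most 4). The labels do not state whether counting used the strand. On either strand 2 genes formed 1 such pair (random draws gave a mean of 0.377, p 0.31), which argues against this as the main cause. They are galn and ENSAMXG00000043837, which overlap. For galn shared reads stay open if counting ignored the strand.

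Sarcomere genes of fast skeletal muscle rose at 7, 14 and 30 dpci in some libraries. The lists held 24 sarcomeric and 30 other skeletal muscle genes, of which uninjured hearts held 20 and 19 under 10 CPM. Over the 30 libraries at 7, 14 and 30 dpci, within groups, the low sarcomeric genes and the other low genes without parvalbumins correlated at 0.876 (permutation p 3e-05), as RNA of skeletal muscle in some samples would give. Summed parvalbumins passed 20 CPM in 21 libraries, 2 of them sham or uninjured, with a maximum of 3936 CPM against 7.88 in uninjured hearts. Their median was 397 CPM in SF and 6.57 in PC at 7 dpci. tnnt3a followed them (r 0.944). acta1b (0.248, p 0.26) and tnnt3b (0.183, p 0.33) did not, so skeletal muscle RNA is unlikely to explain these. ACTA1 ENSAMXG00000003516 (-0.097, p 0.65) and ACTA1 ENSAMXG00000004797 (-0.20, p 0.29) did not either. mylpfa (0.958), mylpfb (0.948), tnni2a.4 (0.953) and ACTA1 ENSAMXG00000012734 (0.931) did. Skeletal muscle taken with the ventricle is a candidate source for the genes that followed parvalbumins, and a muscle program within the heart stays open.

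The deposited rlog column of PC 6 hpci replicate 3 held failed values, and liver or pancreas RNA in that ventricle was tested. Of 42 list genes, 1 was higher there than in the other 4 libraries of its group (8.4 by chance), and the summed list had 89.2 CPM there and 84.3 to 155 in the others, which argues against it.

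fkbp5, a glucocorticoid target, was lower in SF at 3 dpci than at 3 dps. The other 8 targets had a median log2 change of -0.37 in SF (one-sided p 0.0849, 4 of 8 lower) and -0.72 in PC (one-sided p 0.002, 7 of 8 lower). In SF zbtb16b (-3.55), klf9 (-2.88), TSC22D3 (-1.24) and zbtb16a (-0.89) were lower, which goes against a change of fkbp5 alone. angptl4 (0.16), dusp1 (0.35), cebpd (0.72) and errfi1a (2.64, at a mean of 0.07 CPM) were higher. In SF the list as a whole did not pass, so that a lower glucocorticoid response there stays open. For the interaction the other 8 targets had a median of 0.18 (one-sided p 0.80, 4 of 8 lower). As a set they thus did not fall more in SF than in PC.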
